# A practical solution for preserving single cells for RNA sequencing

**DOI:** 10.1038/s41598-018-20372-7

**Published:** 2018-02-01

**Authors:** Moustafa Attar, Eshita Sharma, Shuqiang Li, Claire Bryer, Laura Cubitt, John Broxholme, Helen Lockstone, James Kinchen, Alison Simmons, Paolo Piazza, David Buck, Kenneth J. Livak, Rory Bowden

## Abstract

The design and implementation of single-cell experiments is often limited by their requirement for fresh starting material. We have adapted a method for histological tissue fixation using dithio-bis(succinimidyl propionate) (DSP), or Lomant’s Reagent, to stabilise cell samples for single-cell transcriptomic applications. DSP is a reversible cross-linker of free amine groups that has previously been shown to preserve tissue integrity for histology while maintaining RNA integrity and yield in bulk RNA extractions. Although RNA-seq data from DSP-fixed single cells appears to be prone to characteristic artefacts, such as slightly reduced yield of cDNA and a detectable 3′ bias in comparison with fresh cells, cell preservation using DSP does not appear to substantially reduce RNA complexity at the gene level. In addition, there is evidence that instantaneous fixation of cells can reduce inter-cell technical variability. The ability of DSP-fixed cells to retain commonly used dyes, such as propidium iodide, enables the tracking of experimental sub-populations and the recording of cell viability at the point of fixation. Preserving cells using DSP will remove several barriers in the staging of single-cell experiments, including the transport of samples and the scheduling of shared equipment for downstream single-cell isolation and processing.

## Introduction

Single-cell techniques are revolutionising biology by improving the resolution of experiments from the tissue to the cellular level. In particular, the combination of rapid advances in cell isolation technologies, straightforward single-cell RNA sequencing (scRNA-seq) methods, and cheaper high-throughput sequencing, are enabling the capture of detailed information from an ever-larger number of individual cells. The Fluidigm C1™ nanofluidics system is a widely used platform for the isolation and processing of single cells for an increasing range of genomics applications. The C1 platform benefits from ease-of-use, the ability to image cells after capture, and favourable inter-cell consistency, which reportedly is due to its small reaction volumes^1^. A significant unsolved technical issue in single-cell isolation on the C1 (and other platforms) is the maintenance of cell and analyte integrity during preparation of the sample for single-cell isolation. This process can take up to several hours during which the cells are removed from their normal environment. After isolation, molecules such as RNA are typically stabilised by cell lysis in appropriate conditions, so the vulnerable period is the time from initial sample collection to cell lysis. This is a problem that is not unique to single cell studies. Many *in vitro* biochemical analyses suffer from the unresolved concern that manipulation of the sample may be altering the so-called “natural” state of the cells^2^. The ability to “freeze” cell processes as early as possible in the experimental protocol will increase researchers’ confidence that observations represent biological rather than technical effects.

Another factor limiting the feasibility of single-cell studies may be availability of the equipment needed at the time when the cells become available for isolation. This can be because of scheduling conflicts for a limited number of instruments, geographical distance from sample collection to processing location, or clinical procedures that do not fit within normal working hours. The problem of instrument availability is particularly acute for the C1 system. Without multiple C1 instruments, many complex experiments involving replicates, multiple time points, or multiple treatment regimens are impossible because of the difficulty of storing cells, intact, for later isolation and analysis. Treatments enabling the storage of cells in bulk for several days without degradation of RNA, while maintaining the ability to assess viability at the point of initial sample collection, would make it possible to conduct multi-sample experiments on the C1 and other platforms. Researchers have described methods for preservation of cells for single-cell RNAseq by - formaldehyde cross-linking^3^, cryopreservation^4^, and methanol fixation^5^ - with varying combinations for different cell-types, cell-isolation platforms, and cDNA synthesis protocols. These highlight the requirement for sample preservation methods for broadening the scope of single-cell experiments.

Here, we describe the adaptation and testing of a cell-permeable, reversible cross-linking fixative, dithio-bis(succinimidyl propionate) (DSP; Lomant’s reagent), as a cell preservative for single-cell transcriptomic analysis. DSP has been described previously as a reversible fixative for tissue samples preserving their integrity for immunostaining, laser microdissection, and RNA expression profiling with microarrays^6^. We have used DSP for preservation of K562 cells, stained with varying combinations of common dyes in three independent experiments, for subsequent microfluidic isolation and imaging followed by RNAseq library preparation and sequencing. We further assess RNAseq from fixed cells and compare the transcriptome complexity and expression profiles with fresh cells.

## Methods

### Fixation protocol

*Follow these steps to prepare and use DSP for single-cell fixation*.

1. Prepare a 50× stock solution of DSP (50 mg/ml) in 100% anhydrous DMSO.
2. Dispense the stock into 100 μl aliquots and store at −80 °C.
3. Dilute the 50× DSP stock solution to its working concentration (1 mg/ml) with PBS immediately before use, as follows:
  - In a 15 ml Falcon tube, add 490 μl PBS to 10 μl DSP stock dropwise using a 200 μl pipette while vortexing.
  - Check to ensure minimal precipitation; in case of substantial precipitation, start the dilution again with a new DSP stock aliquot.
4. Filter the 1 × DSP using a 30 μm filter (Miltenyi, Pre-Separation Filters; 30 μm).
5. Place 1 × DSP on ice.
6. Dispense 200,000 cells into a 1.5-ml Eppendorf tube.
7. Pellet cells by centrifuging for 5 min at 200 × g and remove supernatant.
8. Wash cells by resuspending in 200 μl PBS, centrifuging, and removing supernatant.
9. Repeat PBS wash.
10. Resuspend the cell pellet gently with 200 µl 1 × DSP and incubate at room temperature for 30 min.
11. To quench the crosslinker, add 4.1 µl of 1 M Tris HCl, pH 7.5 (final concentration 20 mM) and mix gently by pipetting.
12. Store fixed cells at 4 °C until they can be processed.
13. To decrosslink add DTT at 50 mM final concentration.

A video of the fixative preparation and DSP fixation process, showing the steps necessary to avoid precipitation of the DSP compound, is available at https://youtu.be/L2aiw14IXU4 (August, 2017).

### Fluorescence staining

Cells were stained with one of three staining combinations in four different experiments as detailed below. Experiments 1, 2, and 3 were performed with K562 cells (ATCC® CCL243™). In Experiment 1, all cells were stained with DNA stains - Hoechst 33342 “ThermoFisher” (2 µM final concentration, 20 minutes at room temperature) and propidium iodide “ThermoFisher” (3.75 µM final concentration, 20 minutes at room temperature) - where Hoechst permeates all cells and propidium iodide enters dead cells only. In Experiments 2, and 3 - half the cells were stained with CellTracker Green CMFDA “ThermoFisher” (1 µM final concentration, 30 minutes at room temperature) and LIVE/DEAD® Fixable Red Dead Cell Stain “ThermoFisher” (per manufacturer protocol), while the other half were stained with CellTracker Orange CMRA “ThermoFisher” (1 µM final concentration, 30 minutes at room temperature) and LIVE/DEAD® Fixable Red Dead Cell Stain “ThermoFisher” (per manufacturer protocol). CellTracker Orange and CellTracker Green stain all cells, whereas Fixable Red Dead Cell enters only dead cells. Post-staining, cells were thoroughly washed with PBS to remove unincorporated stain and re-suspended in PBS or 1x DSP for fresh and fixed cells respectively.

### Cell imaging

Imaging of cell suspensions and single cells captured on C1 integrated fluidic circuits (IFCs) was carried out using the Operetta High Content Imaging System (PerkinElmer).

### Single-cell workflow

Fresh or fixed cells (ATCC® CCL243™) were captured on the C1 system (Fluidigm) and processed using the SMARTer chemistry (SMARTer® Ultra™ Low RNA Kit for Illumina® Sequencing, Takara Clontech), according to the Fluidigm protocol, “Using C1 to Generate Single-Cell cDNA Libraries for mRNA Sequencing”, PN 100-7168 Rev H1 (August, 2017). The protocol was modified for fixed cell runs to incorporate a reverse crosslinking step as described - lysis Mix A was prepared with 10.5 µl Clontech Dilution Buffer plus 1 µl 1 M DTT rather than 11.5 µl Clontech Dilution Buffer. A subset of cDNA samples was run on Agilent 2100 Bioanalyzer (High Sensitivity DNA Analysis Kit as per manufacturer’s protocol). cDNA samples were selected after analysing the cell images from the IFCs, and prepared for sequencing using the Nextera XT DNA Library Prep Kit (Illumina) with our own in-house primers^7^. Up to 96 libraries were sequenced per experiment on a single Illumina HiSeq. 2500 100 bp paired-end sequencing lane in Experiment 1, or Illumina HiSeq. 4000 75 bp paired-end sequencing lane in Experiments 2, and 3.

### Library preparation from bulk samples

Bulk samples of 4000 K562 cells (fresh or DSP-fixed) were prepared simultaneously with the C1 run, as positive controls in each experiment. Both fresh and fixed cells were first incubated at 37 °C for 30 min in 50 mM DTT (DL-Dithiothreitol; Sigma, D9779-5G). RNA was extracted using the RNeasy^®^ Plus Micro Kit (Qiagen) and eluted in 14 µl of RNAse-free water. A total of 1 µl aliquots of the extracted RNA were processed using portions of the same RT and PCR reagent master mixes described for the tube controls in the C1 protocol above, followed by Nextera XT Library Generation. Nextera XT libraries from bulks were pooled and sequenced together with the single-cell libraries.

### RNA sequencing, mapping, gene counts and QC

RNA-seq reads were trimmed for Nextera and Illumina adapter sequences using skewer-v0.1.125^8^. Trimmed reads were mapped to a modified reference genome comprising the human genome *Homo sapiens* GRCh37 (human_g1k_v37, available at http://software.broadinstitute.org/software/genomestrip/node_ReferenceMetadata.html, August 2017) and ERCC RNA Spike-In Mix sequences (ThermoFisher), using HISAT2 version-2.0.0-beta^9^ with default parameters. Duplicate reads were marked using MarkDuplicates.jar implemented in Picard tools v1.92 (http://broadinstitute.github.io/picard/, August 2017). BAM alignments were name sorted with Samtools version 1.1^10^. Alignment metrics were calculated using CollectRnaSeqMetrics from Picard tools for full BAM files and for BAM files with potential PCR duplicates marked. Reads mapping uniquely to genes annotated in ENSEMBL release 75^11^ were counted using featureCounts^12^ implemented in subread-v1.5^13^. The distribution of reads among several categories – assigned reads (mapped uniquely to exons), multiple mapping, ambiguous mapping, no feature (mapped uniquely to intronic and intergenic regions) – was obtained from featureCounts summary. All further metrics were calculated using R core tools, version 3.2.4^14^. Read counts were normalized to counts per million (CPM) and the numbers of detected genes per sample were calculated by counting genes with at least 1 CPM. Unsupervised clustering of single cells based on gene expression values was performed using the consensus-clustering algorithm implemented in Bioconductor package, SC3 version 1.1.4^15^.

## Results and Discussion

### Cellular morphology maintained in fixed cells

The DSP fixation protocol was initially optimized using bulk cell samples by checking cell appearance and cDNA yields. Imaging of DSP-fixed cells showed similar morphology to fresh cells (Fig. 1a), with no obvious clumping or shrinkage upon fixative treatment. In case of cells stained using common dyes such as Hoechst 33342 or propidium iodide (PI), the cell-stain was retained in both fresh and fixed cells (Fig. 1b).

**Figure 1:**
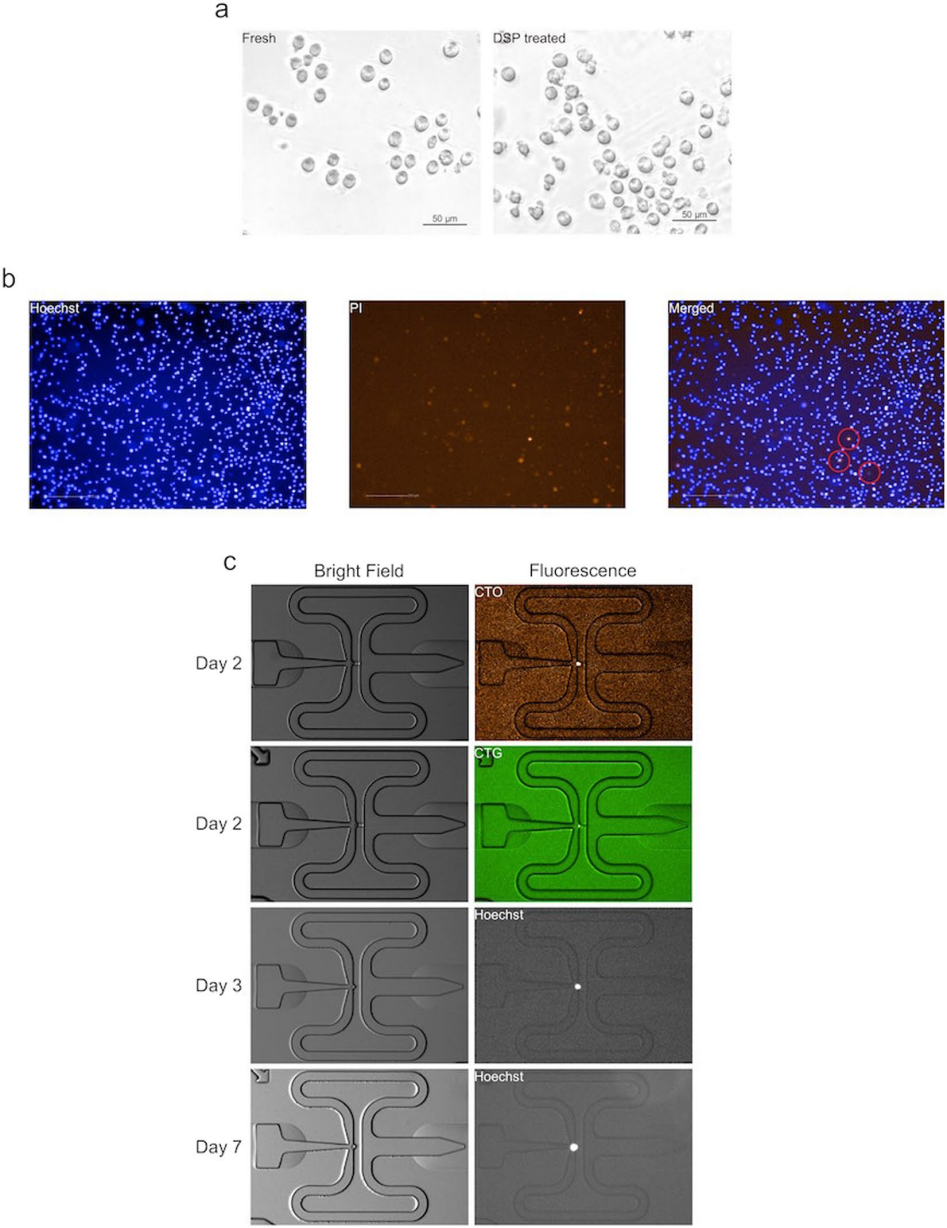
Imaging of fresh and DSP-fixed K562 cells. (**a**) Morphology of K562 cells before (left) and after (right) DSP treatment. DSP fixation did not cause detectable shrinkage or clumping. (**b**) Fluorescent staining of K562 cells after DSP treatment. In an overlay image of fixed K562 cells (right) stained with Hoechst 33342 (blue, left) and propidium iodide (PI; red, middle) before DSP treatment and then photographed 1 hour after fixation. Double-stained cells are circled in red (right). (**c**) Imaging of captured DSP-fixed K562 cells. Cells were captured on a Fluidigm C1 microfluidics IFC 2, 3 or 7 days after fixation, and imaged under bright field, and fluorescence for CTO (CellTracker Orange CMRA “ThermoFisher”), CTG (CellTracker Green CMFDA “ThermoFisher”) or Hoechst 33342.

### Fixed single cells captured in C1 IFCs

K562 cells were captured on the C1 system in three independent experiments. 

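K562 is an established human leukaemia cell line that carries the BCR-ABL fusion kinase, and the C1 system captures single cells in microfluidic sites where their RNA is converted to cDNA. The sample labels gave the run and the stain of each library but not the number of its experiment. The run stained with Hoechst and propidium iodide, with 96 libraries, was taken as Experiment 1 from the stains in the paper's Methods. The CellTracker runs, with 75 and 96 libraries, were taken as Experiments 2 and 3 because these numbers equal the cells and bulks of Table 1 with the empty sites of Fig. 5. This assignment is an inference, and all values given for Experiment 2 or 3 rest on it. A column of counts was matched to all libraries of Experiments 1 and 3 and to 71 of Experiment 2. In Experiment 2, 36 of the libraries with counts carried the CellTracker Green label and 35 the CellTracker Orange label, and in Experiment 3 the numbers were 51 and 45. The labels also named a drug for the CellTracker Orange libraries, benzene at 10 mM for 3 h in Experiment 2 and imatinib at 1 µM for 1 h in Experiment 3. Neither drug is mentioned in the paper's text. The labels gave passages of 90 to 92 in Experiment 1 and 20 to 22 in the other experiments, with hours as the unit in both cases. Fresh, fixed, bulk and empty-site libraries were not told apart here, so the values are over all libraries of an experiment and give no comparison of fresh with fixed cells. Each experiment is 1 culture batch, so single libraries are not replicates of it and no test between experiments was made.
The authors trimmed the reads, aligned them with HISAT2 to the human genome build GRCh37 with the ERCC spike-in sequences, counted uniquely mapped reads on Ensembl genes with featureCounts, and deposited these counts with a table of CPM, the counts of a library scaled to a total of 1000000. Read length and sequencer differed between Experiment 1 and the other experiments. Reads counted on genes per library, without ERCC sequences, ranged from 50358 to 2043351 in Experiment 1 (median 1231669), from 328281 to 1721559 in Experiment 2 (median 1313774) and from 356036 to 1788166 in Experiment 3 (median 1230642). CPM values were recomputed here per 1000000 reads on genes, except for the 1 CPM detection threshold, which used the authors' CPM values with ERCC sequences in the total. The ERCC sequences took a median of 5.85% of counts in Experiment 1, 4.25% in Experiment 2 and 7.85% in Experiment 3. Choices that could change the numbers include the detection threshold, the set of genes compared, the pseudocount, the treatment of mitochondrial genes, and the 70% limit on the share of reads in the top 500 genes of a library. That limit left 82, 65 and 95 libraries of Experiments 1, 2 and 3 for the comparisons of expression profiles.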

In each experiment we compared fresh cells - captured immediately, without DSP treatment - with fixed cells of the same batch. Fixed cells were captured after 3 and 7 days (Experiment 1), or 2 days (Experiments 2 and 3) of fixative treatment. Cell isolation on the C1 IFC enables the collection of stain-related data by imaging fixed cells in the same manner as fresh captured cells, allowing resolution of nuclei in capture sites, and tracking of differentially stained sub-populations in experimentally mixed samples. Single fixed cells were readily captured in C1 IFCs with identification of differentially stained fixed cells similar to fresh cells (Fig. 1c).

### cDNA profiles from fixed single cells and fresh cells are comparable

The cDNA electropherogram profile did not differ significantly between single cells captured fresh and at different times after fixative treatment (Fig. 2). cDNA yields from fixed cells tended to be lower than those from fresh cells of the same experimental batch, but we observe higher variation in cDNA yield among fresh cells than among fixed cells (Fig. 3). In Experiment 1, all captured cells–PI+ (dead cells) and PI- (live cells)–were sequenced. In Experiments 2, 3 cells that stained positive for “Fixable Red Dead Cell Stain” (dead cells) were excluded from sequencing. As expected, non-viable (PI+) cells tended to have low yield, but intriguingly, there appeared to be very few such cells captured from fixed K562 samples. Moreover, the fixed PI+ cells had higher yields than fresh PI+ cells. This suggests a potentially important benefit of fixation, namely, limiting the handling of live cells by treatment with DSP before the capture step may better preserve the original biological state of analysed cells as compared to fresh cells. Cells from Experiment 3, both fresh and fixed, had higher cDNA yields than Experiments 1 and 2, indicating batch differences.

**Figure 2:**
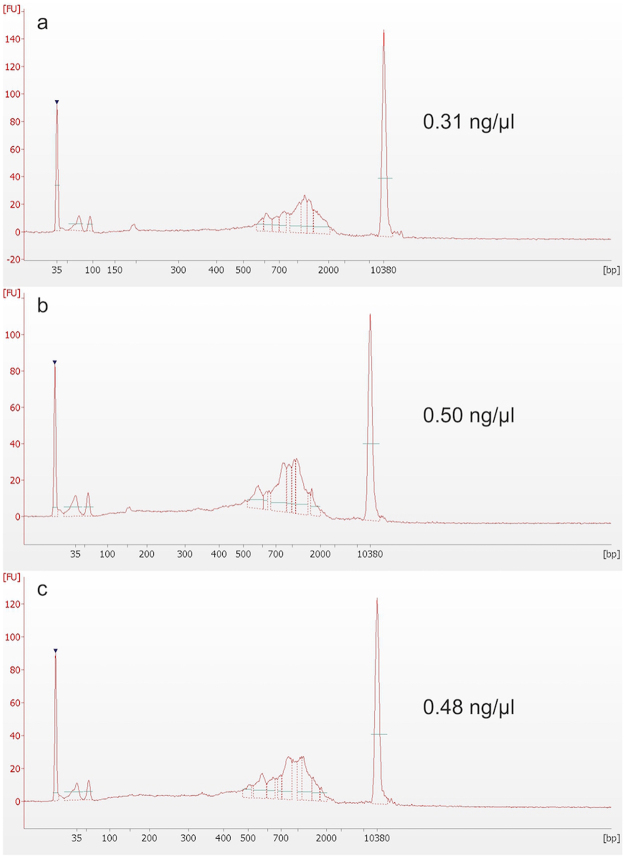
cDNA profiles of individual C1-captured K562 cells. Bioanalyzer (Agilent) profiles of cDNA from typical high-yielding cells failed to reveal an obvious effect of fixation. Example cells were isolated: (**a**) fresh, without fixation; (**b**) 3 days after DSP treatment; and (**c**) 7 days after DSP treatment. cDNA concentrations in ng/μl are shown.

**Figure 3:**
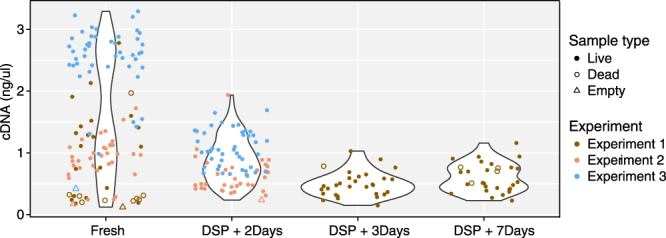
cDNA yields of individual C1-captured K562 cells. Cells were isolated fresh (without fixation; Experiments 1, 2, 3), and after DSP treatment for 2 days (Experiments 2 and 3), and 3, 7 days (Experiment 1). Cells that were PI+ at initial harvest (dead cells - hollow circle) were sequenced in Experiment 1 but excluded from sequencing in Experiments 2 and 3. Median yields from fixed cells were lower than yields from corresponding high-quality fresh cells. Drop in yields was not clearly related to time since fixation - Fixed cells kept for longer times (Day 7, Experiment 1) had lower yields than cells fixed for shorter period (Day 2, Experiment 3) but this also reflected differences in yield from fresh cells in the respective experiments.

### Comparable gene expression profiles of fresh and fixed K562 bulks

We first evaluated the effect of fixative treatment on expression profile of RNA prepared from bulk cells. We see high pairwise correlation for overall gene expression (Pearson’s R > 0.93, p < 0.01) between fresh and fixed bulk samples (Fig. 4a, showing data from Experiment 1 only). The correlation among the fixed bulks from the same experiment, two biological replicates stored for 3 days and two biological replicates stored for 7 days after fixation, is comparable to that between fresh bulk biological replicates (R ~ 0.97, p < 0.01). We see similar trend of high correlation (*r*^2^ > 0.9) among all fresh and fixed K562 bulks across the three experiments (Fig. 4b). Likewise, biological replicates (pairs of fresh cell samples, or DSP fixed samples) show higher correlation with each other (*r*^2^ > 0.95). Expectedly, single cell aggregates (SCA- geometric mean of gene counts) cluster separately from bulks, emphasizing the variation captured in profiling from single-cells as opposed to mixed bulks. Highly correlated gene expression profiles across bulks indicate that cellular RNA preserved from the time of fixation can be harvested up to 7 days after fixation with minimal changes.

**Figure 4:**
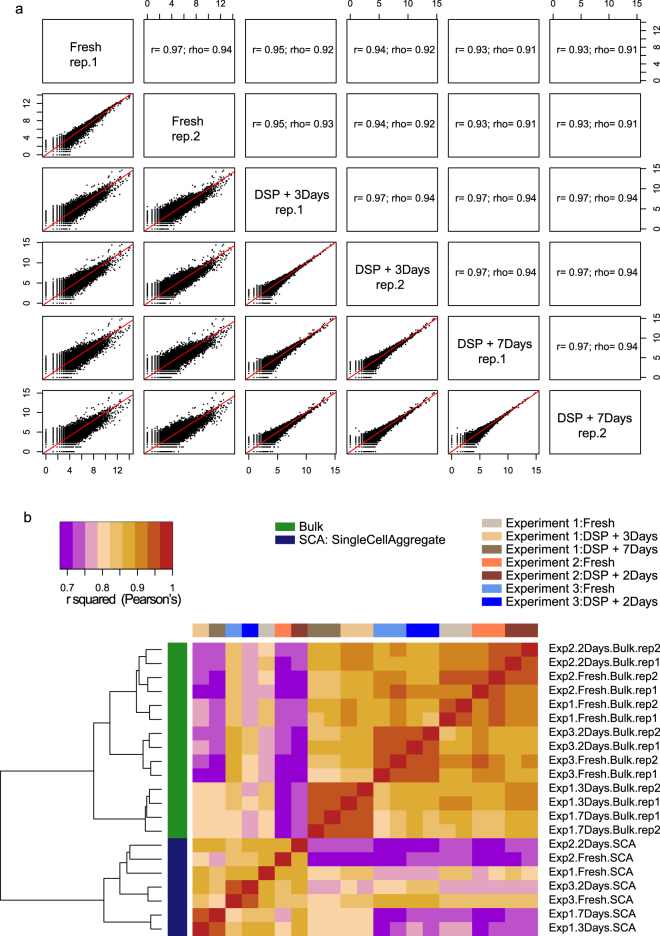
Correlation in bulk gene expression. (**a**) Scatterplots show pairwise correlation of gene expression values of Fresh and Fixed K562 bulks from Experiment 1 (above the diagonal: Pearson’s r and Spearman’s rank correlation coefficient; below the diagonal: scatterplots of log_2_ transformed CPM, counts per million, values). (**b**) Heatmap shows the correlation in gene-expression across bulk samples from all experiments and aggregate counts for single-cells. Gene expression profiles show high correlation between all bulks. The relative similarity of fixed cells stored for different times reveals signs of a systematic effect of fixation, while higher similarity within an experiment suggest that batch differences create more variation than fixative treatment.

### Library complexity is maintained for fixed single cells

Library complexity is a good indicator of the quality of RNA harvested in single-cell experiments. With approximately 5000–7000 genes detected and approximately 40–60% reads mapping to the top abundantly expressed 500 genes in the cell, both fresh and fixed K562 cells from Experiments 1–3 produced libraries of the similar complexity (Fig. 5). 

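Complexity was measured in all 263 libraries with counts, with fresh, fixed, bulk and empty-site libraries not told apart. With a gene called detected at more than 2 reads, as on the axis of Fig. 5, the median number of genes per library was 7198 in Experiment 1 (range 839 to 11651), 5819 in Experiment 2 (1410 to 11773) and 8020 in Experiment 3 (2057 to 12134). The SD over libraries was 2294 genes in Experiment 1, 1743 in Experiment 2 and 1396 in Experiment 3. The medians of Experiments 2 and 3 were therefore further apart than the spread over libraries within either, while that of Experiment 1 lay within 1 SD of both. In the 242 libraries with at most 70% of reads in their top 500 genes, the medians of Experiments 1 and 2 were 7410.5 and 5905 genes and also lay further apart than the SD within either (1374 and 1463). Between 5000 and 7000 genes were detected in 22 of 96 libraries of Experiment 1, 43 of 71 of Experiment 2 and 26 of 96 of Experiment 3, and 58, 11 and 69 libraries lay above 7000. The threshold moved the numbers most, since with at least 10 reads the medians were 5746, 4513 and 6503 genes. With at least 1 CPM in the authors' table, the threshold in the paper's Methods, they were 7916, 6318 and 8544.
The top 500 genes of a library took a median of 53.8% of its reads in Experiment 1, 59.3% in Experiment 2 and 49.5% in Experiment 3, with an SD over libraries of 15.2, 10.3 and 4.91 percentage points. The largest difference, between Experiments 2 and 3, was smaller than the SD within Experiment 2 but larger than that within Experiment 3. Without the libraries above 70% these medians were 59.0 and 49.5%, with SDs of 5.91 and 3.49 percentage points, so the difference exceeded both. The share lay between 40 and 60% in 75 of 96, 41 of 71 and 94 of 96 libraries, and above 60% in the rest. Leaving out mitochondrial genes moved Experiment 1 most, to a median of 47.0%. When libraries were thinned to 1000000 reads, which left out 43 libraries below that depth, the medians were 6999, 5684 and 7829 genes.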

A subset of low-quality libraries with relatively few distinct transcripts and low cDNA yields (lower right of plots, Fig. 5), characteristic of PI+ dead cells and harvests that correspond to “empty” C1 IFC capture sites, was evident among fresh cells, but notably not among fixed cells. These data were removed from subsequent analyses (Table 1). 

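More than 70% of reads fell on the top 500 genes in 14 libraries of Experiment 1, 6 of Experiment 2 and 1 of Experiment 3. These were counted by their share of reads alone, and whether they were PI+ cells, empty sites, fresh or fixed was not analysed here. The 14 libraries of Experiment 1 held 839 to 4020 detected genes from 57080 to 836300 reads on genes. Mitochondrial genes took between 49.7 and 88.9% of the reads in 13 of them and 2.19% in the remaining library, in which the ERCC sequences took 90.6% of all counts. Among the 6 libraries of Experiment 2 the mitochondrial share ranged from 1.12 to 47.2%, and the library of Experiment 3 had 0.423%. Fewer than 4000 genes were detected in 14, 6 and 1 libraries of the 3 experiments, but these were not all the same libraries. In Experiment 1 a library with 2871 genes from 50358 reads lay below the limit of 70%, and so did a library with 3959 genes in Experiment 2. Both stayed in the comparisons of profiles. The number of libraries above the limit depended most on its value in Experiment 2, where 30 libraries lay above 60% and 4 above 80%. Experiment 1 had 21 and 14 libraries above these limits.

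**Figure D1:**
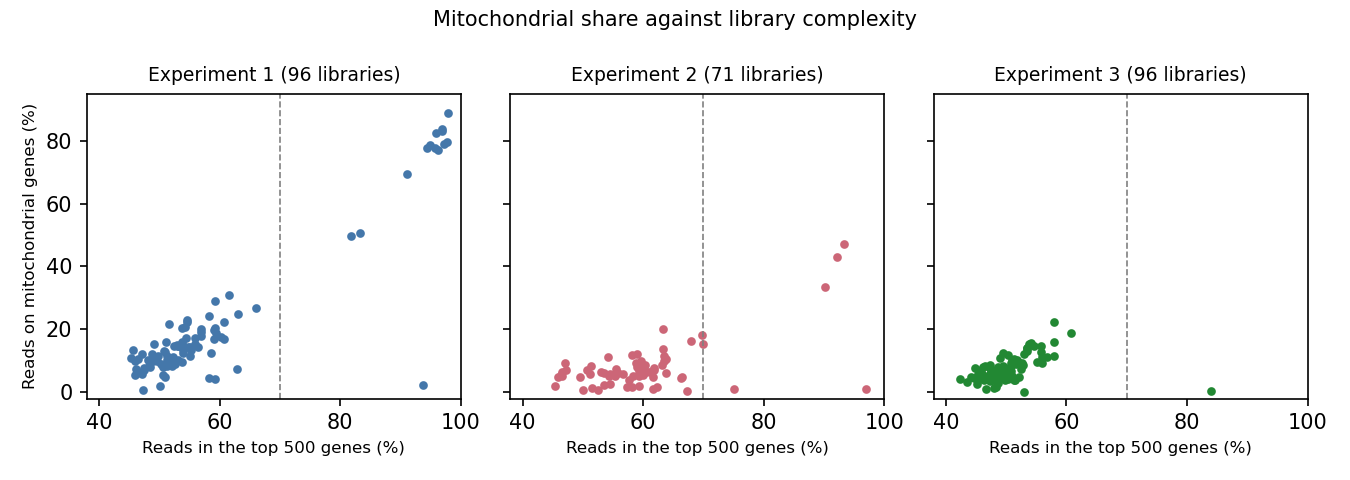
Share of reads on mitochondrial genes (%) against share of reads in the top 500 genes (%), 1 point per library, for the 3 experiments. The dashed line marks 70%, which 14, 6 and 1 libraries exceed.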

The numbers of detected coding genes were not distinguishable between the remaining fresh and fixed cells (p > 0.1, Mann-Whitney U test).

**Figure 5:**
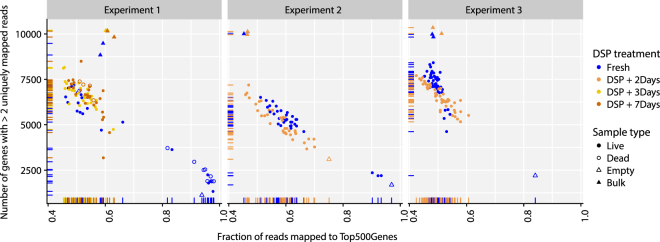
Transcript complexity: Counts of detected genes vs fraction of reads in top 500 genes. Measures of the recoverable complexity of transcripts show little difference between fresh and fixed cells, except that there were more PI+ fresh cells than fixed cells in Experiment 1. PI+ cells produced lower cDNA yields and failed standard complexity metrics.

**Table 1:** Summary of experiments: captured cells and bulk samples. Round brackets: samples removed at data QC.

	Experiment 1		Experiment 2		Experiment 3	
	Cells	Bulks	Cells	Bulks	Cells	Bulks
Fresh	29 (14)	2 (2)	34 (3)	2 (2)	46 (0)	2 (2)
DSP + 2Days	0	0	35 (2)	2 (2)	45 (0)	2 (2)
DSP + 3Days	30 (3)	2 (2)	—	—	—	—
DSP + 7Days	30 (4)	2 (2)	—	—	—	—

### Gene body coverage shows modest 3′ bias in fixed cells

We used SMARTer chemistry, designed to retrieve full-length transcripts as cDNA, in this study. Plotting the relative coverage of reads along the (normalized) length of top expressed genes for each cell (Fig. 6a) reveals the expected lack of 5′-to-3′ bias in high-quality fresh cells. In fixed cells, however, there is a mild bias in coverage towards the 3′ ends of genes, which appears to increase with time of storage after DSP treatment. The bias is also present in fixed bulk samples (Fig. 6b). This bias is different in appearance from the irregular (‘spiky’), strongly 3′-biased plot characteristic of degraded RNA that we have observed in low-quality dead cells or empty C1 IFC capture sites (Fig. 6c). The absence of a reduction in gene-level complexity that accompanies the observed bias suggests that, while DSP treatment and storage may affect the retrieval of whole transcripts from cells, the priming efficiency of reverse transcription may be comparable to that in fresh cells and the method may be particularly suited to end-counting RNA-Seq methods.

**Figure 6:**
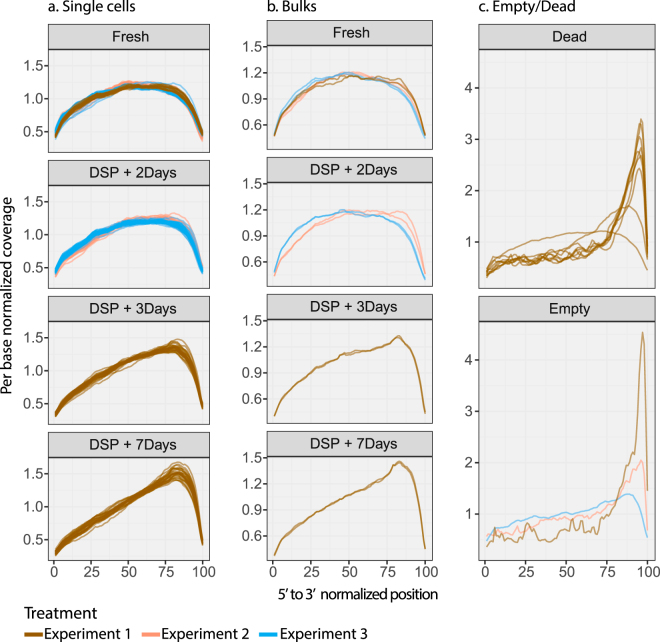
Bias in sequencing coverage across the gene body. Relative read-depth across all genes, normalised to the same length, reveals consistently greater bias in fixed cells than in fresh cells (**a**. Single cells, **b**. Bulks), which appeared to increase with time of storage after DSP treatment. Gene-body coverage profile for cells with low quality/complexity or empty C1 IFC capture sites show spiky coverage with very high 3′ bias (**c**). Only cells passing quality/complexity filters were included.

### Experimental heterogeneity in cell-type profiles

We compared single-cell expression profiles across several experiments and C1 runs to illustrate and contrast heterogeneity at several levels: within a sample of cells, between methods and storage time-points for the same sample, and between experiments. In comparisons between all K562 cells from three experiments (Fig. 7), the dominant factor distinguishing cells appears to be experimental batch (note: a distinct lot of K562s was used in Experiment 1 vs. Experiments 2 and 3), rather than whether the cells were fresh or fixed.

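Expression profiles were compared over the 500 genes with the highest mean CPM in the 242 libraries kept by the 70% limit, with fresh, fixed and bulk libraries not told apart. The squared Spearman correlation of library pairs had a median of 0.231 within Experiment 1, 0.149 within Experiment 2 and 0.316 within Experiment 3. Between experiments the medians were 0.106 for Experiments 1 and 2, 0.103 for Experiments 1 and 3 and 0.137 for Experiments 2 and 3. The median over pairs within an experiment exceeded that between experiments by 0.149, where the SD over libraries of this difference was 0.0948, and 228 of 242 libraries were more correlated with their own experiment. Within Experiment 2 the pairs exceeded those of Experiments 2 and 3 by only 0.012, less than the SD over its pairs of 0.130, and the order reversed under 3 of 10 other settings. Of the 10 most correlated libraries of each library, 93.6% on average came from its own experiment, where group sizes alone give 33.8%. The share was 92.1% for Experiment 1, 87.2% for Experiment 2 and 99.4% for Experiment 3. The largest change came with all 27221 genes detected in any library, a setting chosen after the data were seen, where 65.8% of neighbours shared the experiment and Experiment 2 fell to 30.0%, against 26.6% from group sizes.
Among the 11754 genes detected in at least 20% of the libraries of an experiment, those furthest above both other experiments in Experiment 1 were LAPTM5, DLK1, GABRE, EPHB6 and SLC6A8. LAPTM5 (ENSG00000162511; GRCh37 chromosome 1, 31205316 to 31230621) had a mean log2(CPM + 1) of 8.30 in Experiment 1 (SD 1.46 over 82 libraries), 2.29 in Experiment 2 (SD 2.80, 65 libraries) and 2.65 in Experiment 3 (SD 2.53, 95 libraries). DLK1 (ENSG00000185559; chromosome 14, 101192042 to 101204561) was at 8.69, 2.70 and 3.49. The log2 difference from the nearer experiment was 4.36 for GABRE, 4.29 for EPHB6 and 4.00 for SLC6A8. Furthest below were UBBP4, RPS2P55, KRT10-AS1, RPL23AP2 and SRPRB, with log2 differences of -3.48, -3.19, -3.16, -3.07 and -2.99. UBBP4, RPS2P55 and RPL23AP2 are pseudogenes that can share reads with UBB, RPS2 and RPL23A, and KRT10-AS1 is an antisense gene, so these 4 values are uncertain. All 10 differences exceeded the largest SD over libraries within an experiment. With log2(CPM + 10), the alternative that moved them most, all 10 kept their direction, from 3.98 for LAPTM5 to 2.21 for EPHB6 among the higher genes, with -1.40 for RPL23AP2 the smallest among the lower. There is 1 culture batch per experiment and hence no replicate check on these differences. From the separation of the cells in Fig. 7 the paper proposes that experimental batch, with a distinct lot of cells in Experiment 1, distinguishes cells more than fixation does.

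**Figure D2:**
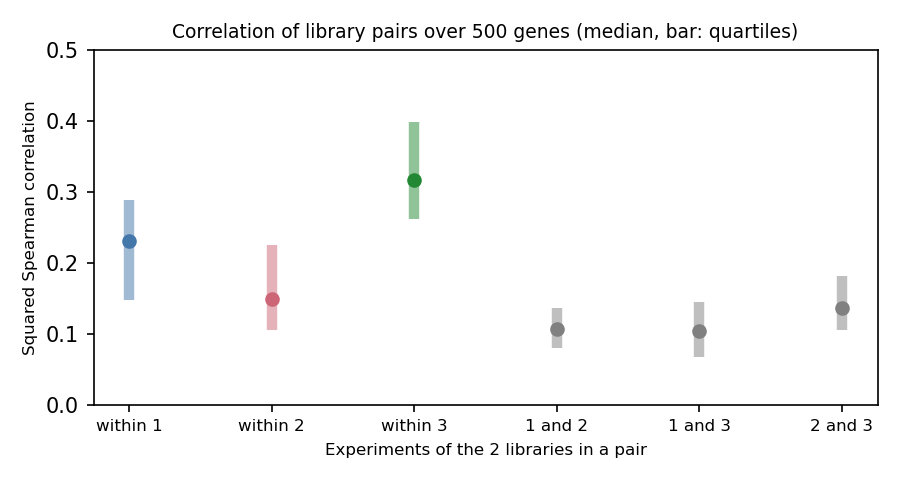
Squared Spearman correlation of library pairs within and between experiments over 500 genes. Points are medians over pairs and bars span the quartiles. Pairs within Experiment 3 have the highest median, 0.316, and pairs between Experiments 1 and 3 the lowest, 0.103.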

**Figure 7:**
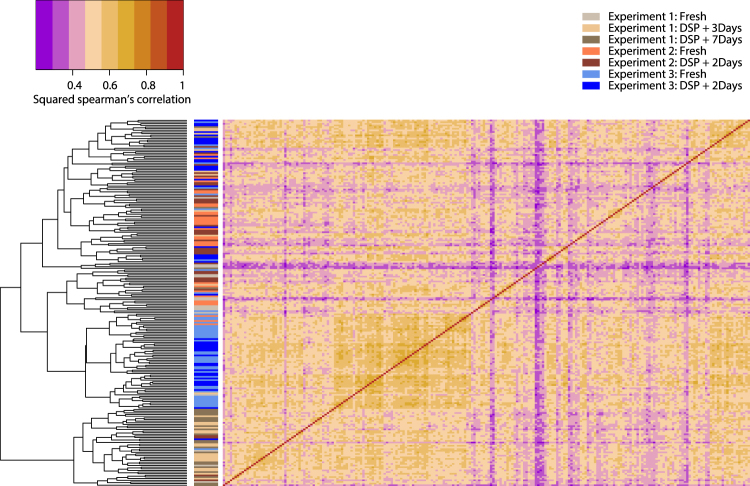
Pairwise expression correlation for all K562 cells. Heatmap of squared Spearman’s correlation coefficient of the expression of the top 500 genes observed across all experiments shows high similarity of expression profiles between fresh and fixed cells, especially for Experiment 3.

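Within Experiment 3, where fresh and fixed libraries were not told apart here, the squared correlation over 4465 pairs of 95 libraries had quartiles of 0.262 and 0.398. The lower quartile exceeded the upper quartiles within Experiment 2 (0.226) and for every kind of pair between experiments, of which the highest was 0.181 for Experiments 2 and 3, but not the upper quartile within Experiment 1 (0.289). The 500 genes took a median of 44.2% of the reads of a library and 14 of them were mitochondrial. Under the 10 other settings the median within Experiment 3 ran from 0.272 with 1000 genes to 0.496 over all detected genes. It was 0.338 in libraries thinned to a fixed depth and 0.293 without mitochondrial genes, which like the setting with all detected genes was chosen after the data were seen.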

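Levels of 10 K562 marker genes, PRAME, ENO1, GATA1, HBE1, HBZ, HBG2, NFE2, RHAG, UROD and MKI67, were measured in the 242 libraries kept, with fresh, fixed and bulk libraries not told apart. PRAME (ENSG00000185686; GRCh37 chromosome 22, 22890123 to 22901768) had a median of 2807 CPM in Experiment 1, 3183 in Experiment 2 and 3354 in Experiment 3, and it was detected in every library. GATA1 (ENSG00000102145; chromosome X, 48644948 to 48652718) had medians of 336, 269 and 453 CPM. The widest range was that of HBZ (ENSG00000130656; chromosome 16, 192727 to 204502), with 18.1, 38.8 and 195 CPM, and its mean log2(CPM + 1) spanned 2.97 between experiments against a mean SD of 2.35 within. For 6 of the 10 genes, the range between experiments was smaller than this spread within an experiment. ENO1, HBZ, RHAG and UROD were the exceptions. The experiment accounted for between 1.57% (NFE2) and 27.2% (ENO1) of the variance of log2(CPM + 1) over libraries, with a median of 12.4%. HBG2 shares most of its sequence with HBG1, so its reads could be split between both genes and its values are uncertain.

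**Figure D3:**
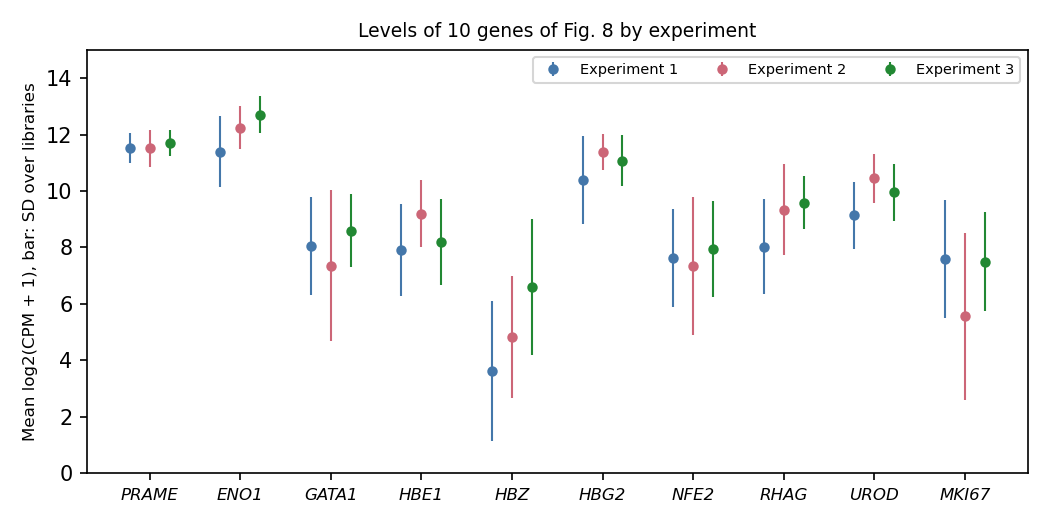
Mean log2(CPM + 1) of 10 marker genes in Experiments 1, 2 and 3, with bars for the SD over 82, 65 and 95 libraries. HBZ spans 2.97 between experiments and PRAME 0.19.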

The expression pattern of 100 candidate genes, used as K562 markers, also shows similar expression levels across all fresh and fixed cells with clustering by experiment batch over DSP treatment (Fig. 8). The observation in these clustering comparisons that fixed cells are often interspersed amongst fresh cells from the same experiment implies that the technical effects of DSP treatment on the observed transcriptome, at the gene level, may be of a smaller magnitude than batch effects in the data. This is good news for a researcher seeking to replace multiple experiments on different days with a single experiment in which fixed cells are processed in successive runs across several days.

**Figure 8:**
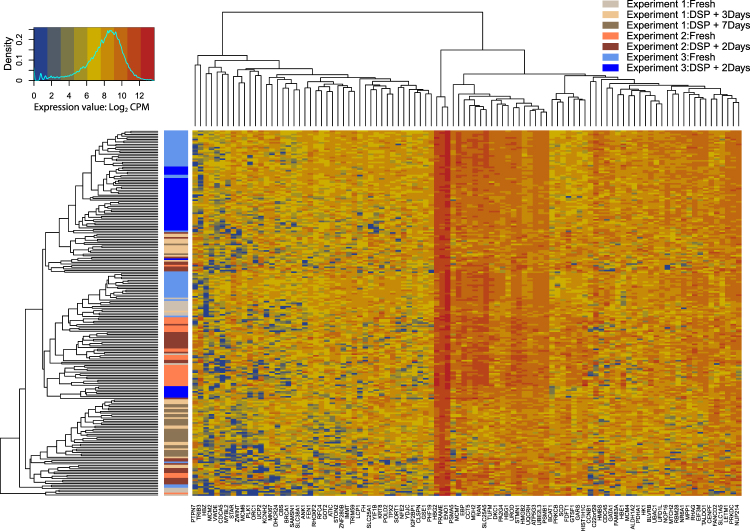
Unsupervised clustering comparison of 100 candidate genes with high expression in K562 cells. Along the y-axis, cells are arranged by highest similarity, revealing interspersed clustering between fresh and fixed cells and more distinct separation by experiment. The x-axis shows 100 marker genes for K562 cells.

## Conclusions

Single-cell genomics is leading to tremendous advancements in our understanding of the complexity of cellular models and cellular systems. Such studies may require the simultaneous production of many samples, whose single-cell analysis can be constrained by distance to and throughput of specialist facilities when cells need to be isolated and processed immediately to avoid sample degradation.

We have demonstrated that DSP treatment can be used for preserving cells for subsequent cell isolation and processing for single-cell RNA sequencing for at least several days after sample collection. Preserved cells are amenable to microfluidic manipulation and can be stained with most commonly used dyes for tracking and viability assessment. DSP cross-linking is easily reversed and compatible with downstream cell lysis and cDNA synthesis protocols. RNA-seq of fixed cells, captured and processed up to 7 days after DSP treatment, shows highly similar transcript complexity and transcriptome identity to fresh cells.

Cells preserved with DSP are stabilized at the time of sample collection and large numbers of fixed samples can be easily transported and subsequently processed for RNA-seq. This separation of the place and time of sampling from downstream processing enables complex study designs for single-cell experiments. DSP preservation has traditionally been applied to cell solutions as well as tissues, and DSP-treated samples are amenable for immuno-staining and FACS sorting^16,17^. Therefore, our method for cell preservation may also have utility for preservation of tissues at sampling before dissociation, and in combination with FACS sorting of stabilized cells.

### Data availability

The RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^18^. The sequencing data, experimental metadata and QC metrics are accessible through GEO Series accession number GSE98734 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98734, August 2017).

How the deposited data were processed for this re-analysis (not part of the article)

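Libraries of K562 cells from 3 experiments were analysed from the counts the authors deposited, 96 of Experiment 1, 71 of the 75 of Experiment 2 and 96 of Experiment 3. In Experiment 2, 4 library titles matched no column and 4 columns matched no title, and these were not used. The labels gave the run, the stain, the passage and a drug. The run with Hoechst and propidium iodide was taken as Experiment 1 from the stains in the paper's Methods, and the 2 CellTracker runs were told apart as Experiments 2 and 3 only by their numbers of libraries against Table 1 and Fig. 5. Fixation, storage time, PI status and the kind of sample (single cell, bulk or empty site) were not mapped, so claims that compare fresh with fixed cells, bulk samples, cDNA yields and coverage along genes were not analysed here.

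The authors made the deposited counts by trimming with skewer, aligning with HISAT2 to GRCh37 with the ERCC sequences and counting uniquely mapped reads with featureCounts on Ensembl genes. Whether duplicates marked by Picard were left out of the counts is not stated in the paper's text. The count table lists 63677 genes and 92 ERCC sequences. The authors' deposited CPM table holds the counts scaled to 1000000 counts per library, ERCC sequences included, with a largest relative difference of 4.97e-07 from the values recomputed from the counts. CPM values used here are per 1000000 reads on genes, except that genes with at least 1 CPM were counted from the authors' CPM table. Gene names, classes and coordinates came from GENCODE v44lift37 on GRCh37, a later annotation than that used for counting, in which 55665 of the gene identifiers were found, with 99.0% of the reads. No libraries had identical counts.

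Depth was between 50358 and 2043351 reads on genes per library. Reads carry no molecular identifiers, so the Poisson intervals (exact, 95%) given for sums of reads cover counting error only. Per library, genes with more than 2 reads and the share of reads in the top 500 genes were computed. Libraries with more than 70% of reads in their top 500 genes were left out of the comparisons of profiles, which kept 242 libraries. Squared Spearman correlations were computed over the 500 genes with the highest mean CPM, and for each library the 10 most correlated libraries were found. For thinning, libraries were reduced at random to 1000000 reads, a depth that 24 of the libraries kept did not reach. Means of log2(CPM + 1) were compared between experiments without a test, since each experiment is 1 culture batch.

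CellTracker Orange and CellTracker Green libraries were compared on counts summed per experiment and stain, 4 sums of 42276795 to 63048019 reads, with edgeR (4.0.16) and its quasi-likelihood test with the experiment as a term and Benjamini-Hochberg adjustment, and with DESeq2 (1.42.0) and limma (3.58.1) as alternatives, in R 4.3.3. Within each experiment there is 1 sum per stain, so the log2 ratio of CPM (pseudocount 1) has no replicate check. A list of 25 BCR-ABL signalling targets and a list of 20 oxidative and xenobiotic stress genes were compared with 10000 random lists matched on expression in 20 bins. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9.

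Named genes followed a fixed rule, namely 10 genes with readable labels in Fig. 8, the 5 genes highest and the 5 lowest in Experiment 1 against the nearer of Experiments 2 and 3, the 3 largest and 3 smallest stain ratios within each of Experiments 2 and 3 among genes detected in at least 20% of its libraries, and genes past the threshold of the edgeR test, of which there were 0. The lists, the rule and 192 of the 246 alternative values computed over 51 results were set before the data were examined. So were the tests, except those named in the sections below as chosen later. The other 54 alternative values were added afterwards. The correlations were computed under 11 settings in all, of which 3 were added, and unsquared correlations were also added afterwards.

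The steps were tested on simulated data. For the comparison of stains, 200 genes were changed 8-fold, each by the same factor in both experiments. With the common dispersion of the data (0.504), the case tried first, edgeR called 1 of the 200 (0.5%) and 0 unchanged genes among 17155. After this result 2 further cases were added. With dispersions per gene as estimated it called 179 of 200 (89.5%) and 11 unchanged genes among 16893, and with a dispersion of 0.02 it called 200 of 200 and 13 unchanged genes among 17445. For the gene lists, a list of 19 genes lowered by 1 on the log2 scale lay at percentile 0.0 of the random lists, and at 44.8 without the change, in a step on 13929 genes. For the neighbours, 110 simulated libraries with 500 genes gave 32.2% same-group neighbours without a difference, where chance gives 33.3%, and 100% with 100 genes per group changed by 1.5 on the log2 scale.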

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

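The tests of equal weight for every library, of the dye, of the immediate-early genes and of unequal numbers of fixed libraries were chosen only after the result for the list was seen.

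The paper does not compare the stains, and a difference appeared between them in Experiment 3. The 19 expressed genes of a list of 25 BCR-ABL signalling targets had a median log2 ratio of -0.58 in the CellTracker Orange libraries, labelled as treated with 1 µM imatinib, against the CellTracker Green libraries, and 16 of the 19 were lower. This median lay below all 10000 random lists matched on expression, whose medians had an SD of 0.092. It describes 1 sum of 45 libraries against 1 sum of 50, without replicates. In all, 2 lists were compared in 2 experiments, and the other 3 comparisons lay at percentiles 22.7, 42.3 and 77.8.

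A few libraries dominating the sums would leave the list among the random lists when every library has equal weight on the log scale, and there the median was -0.76, again below all random lists. The immediate-early genes named here do not carry the whole shift. The median was -0.45 (percentile 0.08) without EGR1, FOS, IER2 and IER3, of which IER3 (0.15 CPM) was not among the expressed genes. It was -0.37 (percentile 0.58; 10 of 13 genes lower) without PHLDA1, MYC and ID1 as well. Leaving these genes out reduced the size by more than the SD of the random lists. Handling could also move the genes that remain, and the random lists were matched on expression alone. The shortened lists therefore cannot tell handling from the drug, and handling stays open.

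Open explanations include inhibition of BCR-ABL by imatinib, which predicts the lower list seen (-0.58), and an effect of the CellTracker Orange dye. The same dyes were used in Experiment 2, where the list had a median of -0.090 at percentile 22.7, or -0.20 at percentile 6.44 with all libraries, further from Experiment 3 than the SD of its random lists (0.17). Even so, 10 of the 19 genes were lower in Orange in Experiment 2. Among these were EGR1 (-0.58), FOS (-0.63) and IER2 (-0.41), which were also lower in Experiment 3 (-1.43, -1.27 and -1.24). Dye and benzene are combined in Experiment 2 and cannot be told apart there, so an effect of the dye stays open. The difference between the experiments was not tested. Unequal numbers of fixed libraries in the stains of Experiment 3 could also shift the list. The libraries did not separate by stain over the 500 genes, with 53.3% of neighbours of the same stain where group sizes give 49.6%, but fixation was not mapped, so this stays open. That the drug acted on these cells is thus a hypothesis.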

How the results depend on the processing

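The alternatives that leave out mitochondrial genes in the correlations, rank genes by median CPM, use all detected genes, include ERCC sequences, count protein-coding genes only, average log2 values over libraries, leave mitochondrial genes out of the count of libraries of low complexity, shorten the list of BCR-ABL targets or filter the genes of the stain correlation, and 2 of the 3 simulated cases, were chosen only after the results were seen.

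Over 51 results, 217 of 246 alternative values kept their direction and moved by less than the spread or by at most 1.5 times for a count, 20 moved further and 9 changed direction. The cause was not tested for any of them unless stated.

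With at least 10 reads the median number of genes in Experiment 3 fell to 6503, a stricter threshold by construction. With a limit of 60% in place of 70%, the libraries of low complexity numbered 30 in Experiment 2 and 2 in Experiment 3.

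With all genes detected in any library, the squared correlations within Experiments 1, 2 and 3 were 0.421, 0.377 and 0.496, and those between experiments 0.370 (1 and 2), 0.421 (1 and 3) and 0.407 (2 and 3). The difference of all pairs within and between fell to 0.042, with 166 of 242 libraries more correlated with their own experiment, and the share of neighbours from the same experiment was 65.8% over all, 70.5% in Experiment 1, 30.0% in Experiment 2 and 86.3% in Experiment 3. The separation of Experiment 2 is the least stable of these results. Its pairs lay below those between Experiments 2 and 3 by -0.0036 with Pearson correlations of log2(CPM + 1), by -0.017 with the 500 genes chosen without Experiment 3 and by -0.030 with all genes, and above them under the remaining 7 alternatives.

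For the stains, edgeR called 0 of 17684 genes at an adjusted p under 0.05, with 439 at an unadjusted p under 0.05 (2.48%, below what chance gives). The other edgeR settings and limma also called 0, with 387 to 680 genes at an unadjusted p under 0.05, and DESeq2 called 117 (60 higher and 57 lower in Orange), with 1317 unadjusted. With 4 sums the power depends on the dispersion. At the common dispersion 1 of 200 genes changed 8-fold in both experiments was called in simulated counts. With dispersions per gene as estimated 179 of 200 were called, so a count of 0 does not exclude large changes. The test covers only a difference shared by both experiments. The labels give another drug with the Orange stain in each experiment. An effect of a single drug would count as spread, so the test cannot judge it. The stains were paired by experiment, which is a term of the model, and without that term edgeR again called 0. No finer pairing was possible because the libraries carry no replicate numbers that pair the stains.

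The BCR-ABL list kept its direction in Experiment 3 under all 6 alternatives, moving to -0.76 with mean log2 values and to -0.45 and -0.37 in the shortened lists, which hold fewer genes. In Experiment 2 it turned to 0.14 in both shortened lists (percentiles 73.1 and 71.0 of the random lists) and to 0.0029 with mean log2 values (32.1). The stress list turned to -0.024 in Experiment 2 with the mean of library CPM (35.7) and, in Experiment 3, to -0.039 with genes detected in 20% of libraries (42.6) and to -0.092 with mean log2 values (34.6). All 24 alternative values for the 12 genes with the largest stain ratios moved by less than the counting interval of their ratio. For the 10 genes apart in Experiment 1, all 30 kept their direction and 28 moved by less than the SD over libraries.

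Depth limits the values of genes with few reads, and 43 of 263 libraries had under 1000000 reads. Thinning to that depth changed no direction among the results it was applied to.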

Differences from the paper's values

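No test was needed for the pairs of values below, and the setting with all detected genes and the unsquared correlations were chosen only after the values were seen.

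In Fig. 7 the paper's squared correlations within Experiment 3 are about 0.6, read by eye, and here the median over pairs was 0.316. Between experiments the paper's values are about 0.5 in Fig. 7, read by eye, and here the median was 0.115. The 7 alternatives set before the data were examined, from the thinned depth and 1000 genes to Pearson correlations, no filter on libraries and genes chosen without each experiment in turn, all stayed apart from the paper's values, with 0.272 to 0.391 within Experiment 3 and 0.103 to 0.132 between experiments. With all 27221 detected genes, chosen after seeing the values, the medians were 0.496 and 0.403, within 1.5 times the paper's. This set is unlike the 500 genes named in the legend of Fig. 7. A library kept here detected a median of 7212 genes, so genes undetected in both libraries of a pair enter these medians. The other 2 sets of genes added then, without mitochondrial genes and ranked by median CPM, gave 0.293 and 0.318 within Experiment 3 and 0.0902 and 0.122 between experiments. Without squaring, a scale also chosen after seeing the values, the medians over the 500 genes were 0.562 (SD over pairs 0.109) and 0.339 (SD 0.0915), likewise within 1.5 times the paper's, which its legend gives as squared correlations. Bulk libraries were not told apart from single cells here.

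The paper gives 5000 to 7000 detected genes and 40 to 60% of reads in the top 500 genes for its cells. Over the 263 libraries here, the 10th and 90th percentiles were 4536 and 9066 genes and 46.9 and 65.6% of reads, each within 1.5 times the paper's value. The most frequent outcome in Experiments 1 and 3 was a number above the paper's range, in 58 of 96 and 69 of 96 libraries, while in Experiment 2 43 of 71 libraries lay inside it. With protein-coding genes only, counted after the values were seen, the percentiles were 3805 and 7325 genes, and with at least 10 reads 3570 and 7296. With at least 1 CPM, the threshold in the paper's Methods, they were 5294 and 9722, in thinned libraries 5233 and 8681, and in the libraries kept by the 70% limit 5464 and 9126.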

Other observations

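The tests of depth, lot with passage and sequencer, mitochondrial genes, mitochondrial reads, UBB and the amount by which a pseudogene fell beyond its parent were chosen only after the result was seen, and those of the class of pseudogenes and of the levels of RPS2 and RPL23A after the low pseudogenes had been seen but before their own values.

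The pseudogenes RPS2P55, RPL23AP2 and UBBP4 were among the 5 genes furthest below the other experiments in Experiment 1. Reads on RPS2P55 were 0.353% of those on its parent RPS2 in Experiment 1, 6.50% in Experiment 2 and 6.13% in Experiment 3. For RPL23AP2 and its parent RPL23A the shares were 0.687, 5.97 and 5.67%, and for UBBP4 and UBB 40.8, 68.8 and 59.0%. Lower expression of the parents in the lot of Experiment 1 is argued against for RPS2P55 and RPL23AP2. RPS2 was higher in Experiment 1 by 0.75 on the log2 scale. RPL23A differed by -0.58, less than RPL23AP2 did (-3.07), so that the pseudogene fell further than its parent by -2.49, beyond the SD over libraries. For UBBP4 it stays open, since UBB itself differed by -1.40 and UBBP4 by -3.48, with an SD over libraries of 3.16 in Experiment 1. Experiment 1 was sequenced with longer reads on another sequencer, which could place fewer reads of a parent gene on its pseudogene. As a class, 861 processed pseudogenes had a median difference of -0.22 between Experiment 1 and the mean of the others, below all random lists matched on expression (median 0.23, SD 0.030). The class also stood apart between Experiments 2 and 3, which shared read length and sequencer, at -0.25 where random lists gave -0.51 (SD 0.025), so it moves without a change of sequencer. Read length, sequencer and the lot of cells change together in Experiment 1 and cannot be told apart. No biological explanation other than lower expression of the parents was tested.

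Libraries of Experiment 3 were more alike than those of Experiments 1 and 2. Depth as the cause is argued against by the thinned libraries, with a median squared correlation of 0.338 within Experiment 3 against 0.242 and 0.146 within Experiments 1 and 2, and mitochondrial genes by the value without them, 0.293 against 0.192 and 0.128. The lot of cells is argued against as the whole cause, since Experiment 2, for which the paper gives the lot of Experiment 3, had a median of 0.149, below the 0.316 of Experiment 3 by more than the SD over pairs (0.130 and 0.124). Which libraries were fixed, bulk or single cells was not mapped. Table 1 was compared only after the values were seen. It gives nearly equal numbers of fresh and fixed cells in Experiment 2, and likewise in Experiment 3, with equally many bulks. This argues against unequal shares as the whole cause of the difference between Experiments 2 and 3 (0.149 and 0.316). For Experiment 1, where fixed cells outnumber fresh ones in Table 1, the shares stay open. A higher cDNA yield, which the paper reports for both fresh and fixed cells of Experiment 3, was not tested and stays open too. Among the thinned libraries compared, the median number of detected genes was 7829 in Experiment 3, 6999 in Experiment 1 and 5696 in Experiment 2. Their median squared correlations had the same order. The neighbours from the same experiment are likewise not explained by depth, since their share was 94.8% in thinned libraries where group sizes give 33.7%. Lot, passage and sequencer are shared by Experiments 2 and 3 and are not the whole cause over the 500 genes, since 87.2% of the neighbours of Experiment 2 came from that experiment (SD over libraries 20.3 percentage points), where its share of the libraries of that lot gives 40.3%. With all detected genes this share was 30.0%, so the separation of Experiment 2 depends on the genes compared. Unequal shares of fixed and bulk libraries are argued against as the whole cause between Experiments 2 and 3, given their similar numbers in Table 1. Over the 500 genes, 87.2 and 99.4% of their neighbours came from the own experiment. For Experiment 1, parts of its separation from lot, passage or sequencer and from its shares of fixed and bulk libraries remain open. Differences between single culture batches also remain open.

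In the 14 libraries of low complexity in Experiment 1, mitochondrial reads alone do not account for the few genes that take most reads, because 12 of the 14 stayed above 70% when mitochondrial genes were left out. ERCC sequences took between 17.0 and 90.6% of all counts in these libraries, against a median of 5.43% in the libraries kept in that experiment. What kind of capture site they came from was not analysed here, and no biological explanation was tested.

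The stains were compared across the 500 genes as well. Neighbours within Experiment 2 were of the same stain in 45.8% of cases, where group sizes give 49.3%, with an SD over libraries of 11.4 percentage points. Across 12273 genes, the Orange to Green log2 ratios of Experiments 2 and 3 had a Pearson r of 0.0077 and a Spearman rho of 0.0083. This is a correlation across genes, which are not independent replicates, and no other relation of this kind was computed apart from its alternatives. The list of oxidative and xenobiotic stress genes had a median log2 ratio of 0.005 in Experiment 2 (percentile 42.3), whose Orange libraries were labelled as treated with benzene, and of 0.06 in Experiment 3 (percentile 77.8).

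The largest stain ratios in Experiment 2, among genes detected in at least 20% of its libraries, rested on few libraries. ZNF672 had 91.3 CPM in the Orange sum (95% Poisson interval 88.5 to 94.1) and 3.03 in the Green sum (2.53 to 3.60), with 68.6% of its Orange reads from 1 library. ZER1 and TPM3P9, a pseudogene whose reads can be shared with TPM3, had log2 ratios of 4.41 and 4.18, with 50.9 and 45.1% of the Orange reads from 1 library. ZSCAN22, SPRY4 and SNX29 had log2 ratios of -4.61, -4.49 and -4.35, with 51.5, 42.8 and 44.3% of the Green reads from 1 library. SPRY4 is also a member of the BCR-ABL list.

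In Experiment 3, among genes chosen in the same way, the log2 ratios were 3.40 for TBC1D2, 3.23 for BORCS5, 3.11 for KCNH5, -3.43 for ALG12, -3.13 for BTBD3 and -2.79 for PER1. Of the Orange reads of TBC1D2 62.8% came from 1 library, and of the Green reads of ALG12 82.5%. The other 4 genes were spread more widely, with at most 24.7% of the Green reads of BTBD3 and 32.9% of those of PER1 from 1 library. BORCS5 had more than 2 reads in 21 of 45 Orange and 7 of 50 Green libraries and at most 15.0% of the Orange reads from 1 library, and for KCNH5 these values were 18 of 45, 4 of 50 and 19.4%. BORCS5 had 22.2 CPM in the Orange sum (95% Poisson interval 21.0 to 23.4) and 1.48 in the Green sum (1.19 to 1.81). In Experiment 2 the log2 ratios of these genes were 0.23 for TBC1D2, 1.26 for BORCS5, 2.13 for KCNH5, -2.38 for ALG12, -0.045 for BTBD3 and -0.20 for PER1. Of the genes named for Experiment 2, ZNF672, ZER1 and TPM3P9 had log2 ratios of -1.53, 0.30 and -0.66 in Experiment 3, and ZSCAN22, SPRY4 and SNX29 0.011, -1.61 and -0.69. These genes were the extremes of many that met the limit on detection, genes found in fewer libraries were not ranked, the sums have no replicates, and no explanation of them was tested.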
